A study of Homo sapiens with 6 samples.

How the data were processed

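RNA-seq was run on 6 libraries of HCT116, a human colorectal carcinoma cell line. There were 3 libraries of cells given auxin for 16 h and 3 of cells given DMSO, the solvent control. Auxin is a small plant hormone used to trigger degradation of a protein that carries a degron tag. The labels do not name the protein that auxin acts on in these cells. Per the labels' protocols, total RNA was depleted of ribosomal RNA, libraries were made with a stranded kit, and sequencing was paired-end.

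The authors deposited a table per gene and a table per transcript for each library. Per the file headers, each table gives an expected count, which is an estimated number of reads that need not be whole, and the TPM, an abundance scaled by transcript length to the same total in every library. The layout is that of RSEM output with posterior estimates, and the deposited tables also give an effective length and a posterior standard deviation of each count. The aligner, the software versions, the genome build, the annotation and whether counting used the strand are not stated in the headers or labels. Expected counts deposited by the authors are not normalized.

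All 58780 human gene IDs and all 206761 human transcript IDs in the tables, versions included, were found in GENCODE release 29. Coordinates, gene types and transcript types were therefore taken from that release, on GRCh38. The tables also list 96 ERCC spike-in sequences, 1 phiX sequence and 649 numeric IDs. The ERCC and phiX counts were 0 in every library. The numeric IDs took between 2.55 and 11.1 CPM of the unscaled totals, with overlapping ranges in the auxin and DMSO libraries, and were left out of the tests. Gene symbols are current symbols matched by gene ID, and 58252 of the IDs had a current entry.

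Expected counts per library summed to 546128000, 284300000 and 270782000 in DMSO replicates 1, 2 and 3 and to 625895000, 256306000 and 234038000 in auxin replicates 1, 2 and 3. At this depth the 95% Wilson interval of a library's mitochondrial share reached at most 0.00294 percentage points to either side. Such intervals, and limits derived from a count of 0, cover counting error only, since reads without molecular identifiers are not independent molecules. Each of the 6 libraries was counted as a separate replicate. The chi-square per degree of freedom between 2 libraries of a group ranged from 38.2 to 577.1 across genes, so no pair differed by as little as sampling noise.

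Genes were tested with edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, filterByExpr removed low genes, TMM factors set the scale, and glmQLFit and glmQLFTest compared auxin with DMSO. Calls had a Benjamini-Hochberg adjusted p under 0.05. CPM values are the rounded counts scaled to library size with TMM factors. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic. In 5 simulated data sets with 200 changed genes among 19416, drawn from the means and dispersions of these libraries, the procedure recovered 55.2% of 2-fold and 27% of 1.5-fold changes, and 7.85% of its calls were unchanged genes.

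Transcript usage, the level of a transcript relative to its gene, was tested with the gene-level F test of edgeR diffSpliceDGE on rounded expected counts per transcript. On simulated data with 200 changed genes among 12342, 52.5% of the calls from the nominal p-values were unchanged genes. The nominal test was the one planned. After other settings of it had been tried on simulated data, each p-value was set against the same test on 3 simulated tables without group differences before adjustment, a step added after the data were seen. With this step, 16.7% of the calls in that simulation were unchanged genes and 22.5% of the changed genes were recovered. In a second simulation with 2000 changed genes among 12335, the shares were 7.62% and 52.1%, and 15.9% of the calls from the nominal p-values were unchanged genes.

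There were 6 gene lists, with genes of nuclear speckle proteins and RNAs, p53 targets, aryl hydrocarbon receptor targets, ATF4 targets, replication-dependent histone genes and interferon-stimulated genes. They were tested with limma 3.58.1 camera at a preset inter-gene correlation of 0.01, with an estimated correlation, and with fry, which tests each list against no change and not against the other genes. On simulated data over 19417 genes, a moved list of 30 genes had an adjusted p of 1.40e-30 and 0 of 20 unmoved lists were called. The simulated genes were drawn independently and all genes outside the moved list were unchanged. This does not check lists of correlated genes or a background in which many genes change. Shares of a library's TPM or counts were compared with two-sided exact permutation tests over 20 label assignments, which cannot give a p below 0.1.

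The groups, the tests, the gene lists and the rule for naming genes were fixed before the data were examined, except for the calibration of the transcript usage p-values. The named genes were the 5 with the largest positive and the 5 with the largest negative log2 fold change among genes with a symbol, an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between groups. The 3 genes with a symbol and the smallest nominal transcript usage p, and SON, SRRM2 and MFAP1 in any case, were added. SON, SRRM2 and MFAP1 encode proteins of the nuclear speckle or its surroundings.

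The labels number the biological replicates 1 to 3 in both groups. Deviations from the group means were compared between same-numbered libraries across genes. Their correlations were 0.65, 0.27 and 0.28 for replicates 1, 2 and 3, so the numbers were taken to pair the samples. Replicate 2 of DMSO also correlated with replicate 3 of auxin at 0.18, and replicate 3 of DMSO with replicate 2 of auxin at 0.31, whereas replicate 1 of either group correlated negatively with replicates 2 and 3 of the other. The pairing thus rests mainly on replicate 1, which was sequenced more deeply in both groups. Fits with the replicate number as a block, with a batch term for replicate 1, and on replicates 2 and 3 alone were among the alternatives.

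Other alternatives were DESeq2 1.42.0 size factors and its Wald test, upper-quartile factors, no composition factor, other filters on low counts, limma-voom, limma-trend on log2(TPM + 1) and log2(TPM + 0.1), mitochondrial genes left out, and each library left out in turn. DESeq2 gave no adjusted p for 1 gene. The batch term, replicates 2 and 3 alone, thinning of every library to the smallest total, offsets corrected for transcript GC content and a limma test of the log2 odds of each transcript's share were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Effective lengths and credibility intervals were not used here.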

Results

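RNA from HCT116 cells, a human colorectal carcinoma line, was sequenced after 16 h of auxin and after DMSO alone, with 3 biological replicates per group. The series title concerns networks around nuclear speckles, the RNA- and splicing factor-rich bodies of the nucleus, and the design text names a single contrast, auxin against DMSO. Total expected counts per library ranged from 234038000 to 625895000, and replicate 1 was the deepest of its group in both groups. Between 19004 and 22369 genes had at least 10 counts in a library. The 10 genes with the most counts took 6.14% to 8.87% of a library.

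The groups separated beyond the spread between replicates. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.991 to 0.995 between DMSO libraries, 0.991 to 0.994 between auxin libraries and 0.958 to 0.971 between libraries of different groups. The first principal component held 73.7% of the variance and placed the DMSO libraries between -75.0 and -63.7 and the auxin libraries between 52.5 and 76.6. The second component held 14.5% and separated replicate 1 of both groups, at 39.0 and 45.1, from the other 4 libraries, which lay between -29.8 and -13.6.

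The first comparison asked which genes changed in RNA level after auxin. Of 19725 genes tested, 10321 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 5010 were higher and 5311 lower after auxin. Higher genes were 48.5% of the calls. At a fold change of at least 2, 1292 genes were higher and 2627 lower, and at a fold change of at least 4 the numbers were 246 and 967. The CPM values of the 2 groups did not overlap in 11902 tested genes, or 60.3%, where chance gives 10%.

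The balance of higher and lower genes depended on the scaling. With upper-quartile factors 6534 genes were higher and 4416 lower, so that 59.7% of the calls were higher, and the median gene moved by 0.12 on the log2 scale relative to TMM. Without a composition factor, 3894 genes were higher and 5625 lower, or 40.9% higher, and the shift was -0.089. The alternative that moved the counts most was limma-trend on log2(TPM + 1), which also changes the test and adds a pseudocount. It gave 970 genes higher and 2966 lower, or 24.6% higher, and a median shift of -0.14. With log2(TPM + 0.1) the numbers were 1017 and 3223, or 24.0% higher, and the shift was -0.15. Fold changes on these 2 scales understate the change of low genes. No gene called under TMM was called in the opposite direction under any of these settings.

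**Figure D1:**
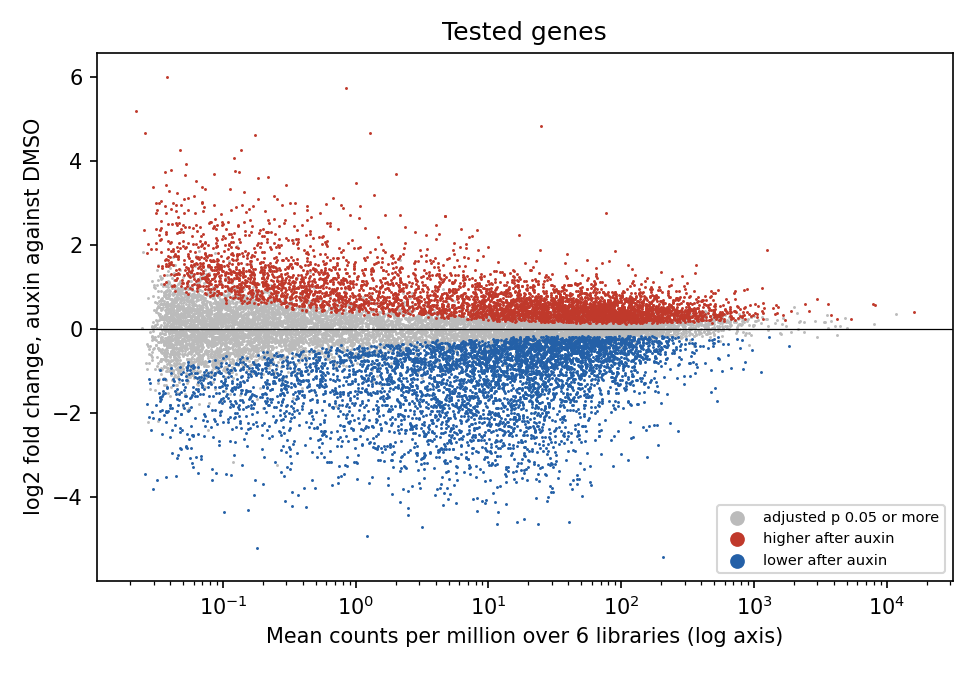
Each point is a tested gene, with its mean CPM over the 6 libraries on a log axis against its log2 fold change, auxin against DMSO; red and blue points are the 5010 genes called higher and the 5311 called lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Genes at 0 in all libraries of a group are not drawn, and lower genes reach larger changes at intermediate and high expression.

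By gene type, 3935 protein-coding genes were higher and 4727 lower. Among genes annotated as antisense, 347 were higher and 179 lower, and among long intergenic non-coding RNA genes 329 were higher and 129 lower. These splits also moved with the scaling and the test. Upper-quartile factors gave 5250 higher and 3970 lower protein-coding genes, and limma-trend on log2(TPM + 0.1) gave 112 antisense genes in either direction. Antisense genes are uncertain because strand use in the counting is not stated.

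The strongest decreases among the named genes were in 5 protein-coding genes, all with adjusted p from edgeR's quasi-likelihood test. DOK3 (ENSG00000146094.14, chromosome 5, 177501907 to 177511274) fell from 2.36 ± 0.62 CPM (SD, n = 3) in DMSO to 0.0754 ± 0.0258 CPM (SD, n = 3) after auxin, a log2 fold change of -4.92 (SE 0.32, adjusted p 2.53e-05). ITPKA (ENSG00000137825.10, chromosome 15, 41493393 to 41503551) fell from 6.10 ± 0.36 to 0.229 ± 0.042 CPM (SD, n = 3 each), a log2 fold change of -4.71 (SE 0.17, adjusted p 2.70e-06). KLC2 (ENSG00000174996.11, chromosome 11, 66257294 to 66267860) fell from 45.0 ± 2.9 to 1.79 ± 0.43 CPM (SD, n = 3 each), a log2 fold change of -4.64 (SE 0.18, adjusted p 3.72e-06). LYPLA2 (ENSG00000011009.10, chromosome 1, 23790970 to 23795539) fell from 22.1 ± 2.3 to 0.883 ± 0.231 CPM (SD, n = 3 each), a log2 fold change of -4.63 (SE 0.21, adjusted p 5.89e-06). E2F1 (ENSG00000101412.12, chromosome 20, 33675683 to 33686404) fell from 31.5 ± 4.2 to 1.30 ± 0.24 CPM (SD, n = 3 each), a log2 fold change of -4.59 (SE 0.17, adjusted p 3.17e-06). DOK3 overlaps 1 and KLC2 overlaps 3 genes annotated as antisense, which were below the expression filter.

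Increases among the named genes with counts in both groups ranged from 2.78 to 4.67 on the log2 scale, again with adjusted p from edgeR's quasi-likelihood test. SPACDR (ENSG00000185955.4, chromosome 7, 100456615 to 100464271) rose from 0.0962 ± 0.0131 to 2.48 ± 0.18 CPM (SD, n = 3 each), a log2 fold change of 4.67 (SE 0.17, adjusted p 2.70e-06). It shares 913 bases on the same strand with TSC22D4, whose log2 fold change was -1.90. The posterior SD of the SPACDR count, which reflects the assignment of reads between entries, reached 1.34 counts in DMSO and 8.52 counts after auxin. It was at most 3.29% of the count, which argues against an uncertain assignment under the authors' model as the source of the rise. The model itself was not checked. The long intergenic non-coding RNA gene LINC02019 (ENSG00000273356.1, chromosome 3, 50669989 to 50672048) rose from 0.291 ± 0.043 to 3.76 ± 1.14 CPM (SD, n = 3 each), a log2 fold change of 3.70 (SE 0.25, adjusted p 3.17e-05). PTPRR (ENSG00000153233.12, chromosome 12, 70638073 to 70920843) rose from 0.266 ± 0.034 to 2.47 ± 0.11 CPM (SD, n = 3 each), a log2 fold change of 3.21 (SE 0.15, adjusted p 6.40e-06). MUC12 (ENSG00000205277.9, chromosome 7, 100969623 to 101018949) rose from 19.6 ± 3.3 to 135.1 ± 7.2 CPM (SD, n = 3 each), a log2 fold change of 2.78 (SE 0.13, adjusted p 6.79e-06).

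The fifth gene chosen by the rule for increases was an entry with the symbol MKKS (ENSG00000285508.1, chromosome 20, 10413520 to 10431922), and its change is uncertain. It had 0 counts in each DMSO library and 3.28 ± 0.74 CPM (SD, n = 3) after auxin, at least 297-fold higher when DMSO is set to a floor of 3 counts (edgeR adjusted p 2.38e-05). That bound covers counting error only. The posterior SD of its count, which reflects the assignment of reads between entries, reached 17.1 counts in DMSO and 92.6 counts after auxin, so the bound does not hold against a different assignment. It lies inside another annotated entry of MKKS (ENSG00000125863.19) on the same strand, at 42.2 ± 2.8 CPM in DMSO and 38.7 ± 3.3 CPM after auxin (SD, n = 3 each), and overlaps the third entry, ENSG00000285723.1. The sum of the 3 entries was 52.2 ± 4.9 CPM in DMSO and 55.1 ± 6.7 CPM after auxin (SD, n = 3 each; two-sided exact permutation p 0.5, smallest possible 0.1). The difference of the means was less than the SD within either group. The sum was nonetheless higher after auxin in 3 of 3 same-numbered pairs, for which a two-sided exact sign-flip permutation test cannot give a p below 0.25.

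**Figure D2:**
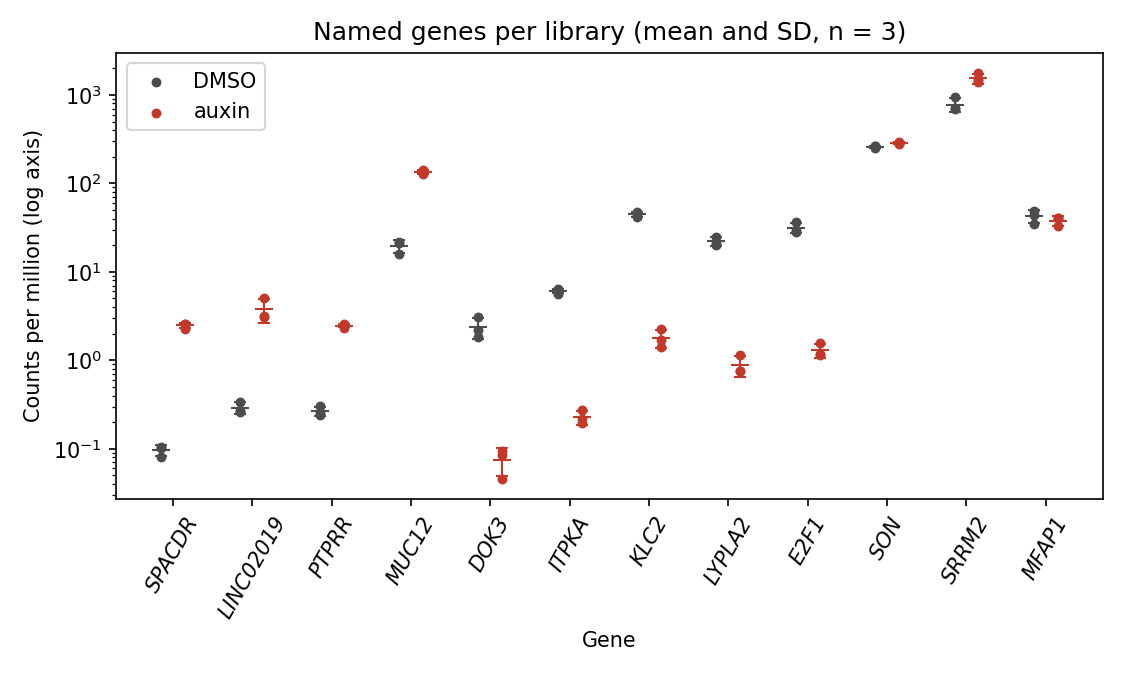
CPM (library-size normalised counts, log axis) of 12 named genes in each library, with points for single libraries and bars for the mean and SD of 3 libraries per group. E2F1 lay at 31.5 CPM in DMSO and 1.30 CPM after auxin, MUC12 at 19.6 and 135.1 CPM, and the values of SON in the groups lay close together, at 257.9 and 285.5 CPM; MKKS, at 0 in DMSO, is not drawn.

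Genes of 3 speckle-related proteins were examined in any case. SRRM2 (ENSG00000167978.16, chromosome 16, 2752329 to 2772538) rose from 778.3 ± 137.3 to 1537 ± 193 CPM (SD, n = 3 each), a log2 fold change of 0.98 (SE 0.15, edgeR adjusted p 0.00112), higher in 3 of 3 pairs. Its adjusted p was 0.0842 and 0.0723 under limma-trend on log2(TPM + 1) and log2(TPM + 0.1), and it ranged from 6.58e-10 to 0.0842 over all alternatives. SON (ENSG00000159140.19, chromosome 21, 33542618 to 33577481) was at 257.9 ± 7.1 and 285.5 ± 7.2 CPM (SD, n = 3 each), a log2 fold change of 0.15 (SE 0.06) with an edgeR adjusted p of 0.0631. MFAP1 (ENSG00000140259.6, chromosome 15, 43804492 to 43824802) was at 42.4 ± 7.2 and 37.9 ± 4.6 CPM (SD, n = 3 each), a log2 fold change of -0.16 (SE 0.14) with an edgeR adjusted p of 0.381. With the replicate number as a block, both passed the threshold. The edgeR adjusted p was then 0.00586 for SON, at a log2 fold change of 0.15, and 0.00724 for MFAP1, at -0.15, against ranges over all alternatives of 0.0030 to 1 and 4.70e-05 to 0.812. Offsets corrected for GC content moved the log2 fold change of SON to -0.00077 (edgeR adjusted p 0.993). SON overlaps DONSON by 17940 bases and SRRM2 overlaps ELOB by 1125 bases on the opposite strand, which makes their counts uncertain to the extent that counting ignored strand.

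The second comparison asked whether genes changed in the relative use of their transcripts. Among 12610 genes with 76312 transcripts tested, 1592 genes, or 12.6%, had an adjusted p under 0.05 in the edgeR diffSpliceDGE test set against simulated unchanged tables, a step that was added after the data were seen. Of these, 1305 were also called for a change in level, 221 as higher and 1084 as lower, and 287 were not. The count depended on the setting. The nominal p-values, the test as planned, gave 3112 genes, the replicate block 2987, and single libraries left out gave 820 to 1710. The lowest counts were 820 without DMSO replicate 3, 877 without DMSO replicate 2 and 1015 without auxin replicate 2. In the called genes, the transcript whose share rose most was annotated as retained intron in 30.3% and as protein-coding in 53.9%, and the transcript whose share fell most was annotated as retained intron in 3.77% and as protein-coding in 86.9%.

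The smallest p that the simulated tables can give, 2.64e-05 with an edgeR adjusted p of 0.00278, was shared by 120 genes. The 3 usage genes named by rule were those of the 120 with the smallest nominal diffSpliceDGE p, and they are examples of this set. FGFR1 (ENSG00000077782.20, chromosome 8, 38400215 to 38468834) had 23 transcripts tested. Its transcript FGFR1-243, with 22 exons and annotated as subject to nonsense-mediated decay, rose from 4.86% ± 0.68 to 40.9% ± 3.4 of the gene's expected counts (SD, n = 3 each), and the protein-coding FGFR1-211, with 19 exons, fell from 25.6% ± 5.3 to 5.18% ± 3.06 (SD, n = 3 each). The level of FGFR1 changed by -1.09 on the log2 scale (SE 0.16, edgeR adjusted p 0.00112). FGFR1 overlaps LETM2 by 9313 bases on the opposite strand. The gene had 4690 to 35068 expected counts per library.

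BPTF (ENSG00000171634.17, chromosome 17, 67825524 to 67984378) had 15 transcripts tested. The protein-coding BPTF-219, with 31 exons, was at 0 in each DMSO library, which allows a share of up to 0.00489% for counting error, and at 12.5% ± 0.4 after auxin (SD, n = 3). BPTF-201, with 28 exons, fell from 28.9% ± 3.5 to 15.5% ± 2.9 (SD, n = 3 each). TJP1 (ENSG00000104067.16, chromosome 15, 29699367 to 29968865) had 8 transcripts tested. TJP1-202 was at 0 in each DMSO library, which allows up to 0.00180%, and at 19.0% ± 1.5 after auxin (SD, n = 3), and TJP1-204 fell from 73.7% ± 1.2 to 55.5% ± 2.3 (SD, n = 3 each). Both TJP1 transcripts are protein-coding with 28 exons. Shares of transcripts that share most of their exons rest on the authors' model. The limits from a count of 0 treat every read of the gene as able to identify the transcript. They do not hold against a different assignment of reads. The posterior SD of the BPTF-219 count reached 1.19% of the gene's count and that of TJP1-202 reached 0.517%, well under the shares after auxin. The level of BPTF changed by 0.27 on the log2 scale (SE 0.06, edgeR adjusted p 0.00641) and that of TJP1 by 0.07 (SE 0.06, edgeR adjusted p 0.396).

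**Figure D3:**
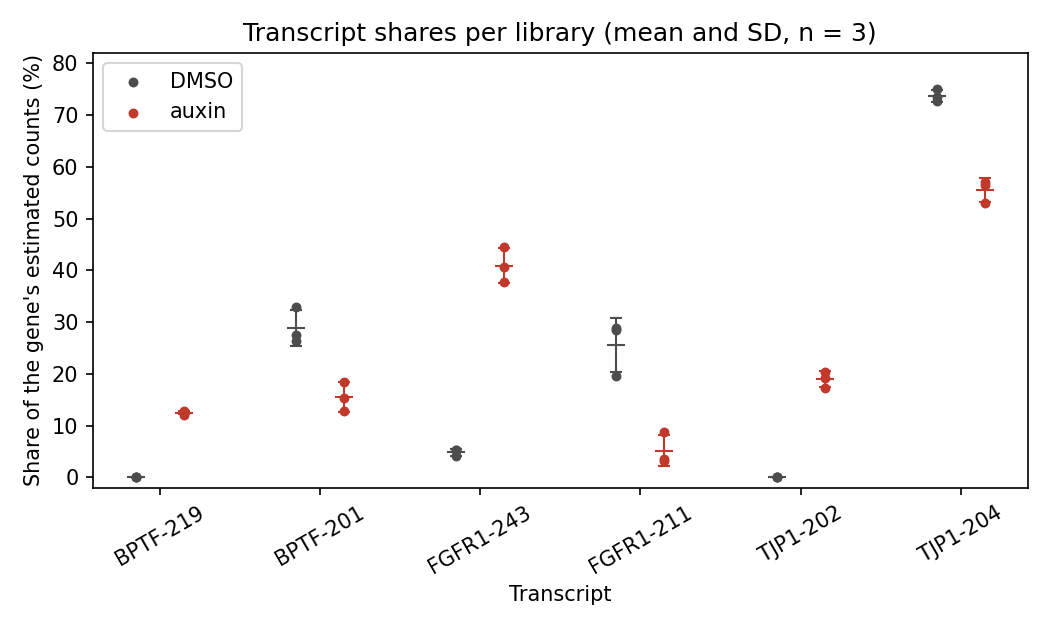
Share of the gene's expected counts, in percent, for the transcript that rose most and the one that fell most in BPTF, FGFR1 and TJP1; points are single libraries and bars the mean and SD of 3 libraries per group. FGFR1-243 lay at 4.86% in DMSO and 40.9% after auxin, and the groups do not overlap for any of the 6 transcripts.

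The third comparison tested 6 gene lists for a shift relative to the other genes, with Benjamini-Hochberg adjustment over the 6 lists. ATF4 targets shifted up in limma camera (p 0.00444, adjusted p 0.0266), with a median log2 fold change of 0.34 over 29 tested genes, 21 of them above 0. Over all genes tested, 18 of the list were called higher and 4 lower, and adjusted over the list alone the numbers were also 18 and 4. The call was lost with an estimated correlation (adjusted p 0.399) and when genes needed at least 10 counts in every library (adjusted p 0.0518). Fry, which tests a list against no change and not against the other genes, gave an adjusted p of 0.00037. The range over all alternatives was 0.00037 to 0.399. Of 10 splits of the libraries into 3 and 3, 5 put 1 list past the threshold in camera, the real split included. The other splits mix the groups unevenly, so each still carries part of any difference between auxin and DMSO. Which lists passed in them was not recorded, so this count cannot decide whether the call is tied to auxin. The call remains weak evidence, since it was lost with an estimated correlation.

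The other 5 lists had camera adjusted p-values of 0.975 for speckle genes and 0.437 for each of the p53, aryl hydrocarbon receptor, histone and interferon lists. Against no change, fry called the aryl hydrocarbon receptor list up (adjusted p 0.0115) and the interferon list down (adjusted p 0.00037). Among the 35 speckle genes the median log2 fold change was 0.14, with 10 genes called higher and 11 lower over all genes tested, and 11 and 11 adjusted over the list alone. Of 29 p53 targets (median 0.17), 12 were higher and 8 lower over all genes, and 13 and 9 adjusted over the list alone. The 12 aryl hydrocarbon receptor targets (median 0.29) gave 6 higher and 2 lower both ways, adjusted over the list alone included. The 35 histone genes (median -0.10) gave 5 higher and 12 lower over all genes, and 4 and 12 adjusted over the list alone. The 34 interferon-stimulated genes (median -0.09) gave 7 higher and 13 lower over all genes, and 8 and 13 adjusted over the list alone.

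Shares of whole libraries were compared last. Transcripts annotated as retained introns took 2.94% ± 0.57 of TPM in DMSO and 2.72% ± 0.26 after auxin (SD, n = 3 each; two-sided exact permutation p 0.7). Within replicate 1 the difference was -0.65 percentage points, and within replicates 2 and 3 together it was -0.010. Mitochondrially encoded genes took 4.47% ± 1.82 of counts in DMSO and 4.98% ± 1.21 after auxin (SD, n = 3 each; two-sided exact permutation p 0.8), with differences of 0.99 percentage points within replicate 1 and 0.27 within replicates 2 and 3. Neither share differed by more than the spread between replicates, and 3 libraries against 3 cannot give a p below 0.1.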

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

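The batch term, the fits on replicates 2 and 3 alone, thinning, the GC-corrected offsets with or without the block, the share test, and upper-quartile factors and library size only for the gene lists were tried only after the data were seen. For transcript usage the nominal p-values were the planned test, and the calibration that gave 1592 genes was added after the data were seen. Over the 23 alternatives for called genes, 21 kept the number of higher genes within 1.5 times 5010 and 21 kept the number of lower genes within 1.5 times 5311.

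Both limma-trend fits on TPM fell outside. With log2(TPM + 1), 970 genes were higher and 2966 lower, 84 higher by at least 2-fold and 1558 lower by at least 2-fold. With log2(TPM + 0.1), 1017 were higher and 3223 lower, 367 higher by at least 2-fold and 2296 lower by at least 2-fold. Of these, 966 and 1013 of the higher genes and 2912 and 3172 of the lower genes were also called, in the same direction, under TMM. The lower fold changes follow in part from the pseudocount, and the cause of the other difference was not tested. Without one library, 3876 to 4979 genes were higher and 4493 to 5575 lower. No gene called under TMM was called in the opposite direction in any alternative except the offsets corrected for GC content, which gave 102 opposite calls without and 200 with the replicate block.

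The replicate block gave 7005 higher and 6789 lower genes, and 2987 genes with changed transcript usage, 1572 of them among the 1592 called without it. It brought SON (log2 fold change 0.15) and MFAP1 (-0.15) past the threshold. The block moved the camera direction of the speckle list, which was not past the threshold either way (adjusted p 0.807), and changed no other call of the named genes or lists. SON went to -0.00077 with GC-corrected offsets without the block and to 0.00051 with it (edgeR adjusted p 0.993 in both), so the call made with the block is lost under this correction. The cause was not tested. Among the results of the named genes under all alternatives, 322 others stayed on the same side of the threshold, 10 moved past it and 2 fell short of it. The 10 were for SON and MFAP1 and the 2 for SRRM2.

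The number of genes with changed usage was 2503 with limma diffSplice on voom values, 2771 with transcripts of at least 10 counts in every library, 3112 with the nominal p-values and 2815 with the test of transcript shares. These shared 1463, 1329, 1592 and 1465 genes with the 1592. With transcripts of at least 5% of their gene the count was 1922, of which 994 were among the 1592. Leaving out one library gave 820 to 1710 genes. Fewer libraries explain lower counts only in part, since without auxin replicate 1 the count was 1710, and replicates 2 and 3 alone gave 2287. For nominal p-values the simulations show an excess of false calls, 52.5% with 200 changed genes and 15.9% with 2000, against 16.7% and 7.62% after calibration, which does not account for all of the extra genes. The share test recovered more of the changed genes in the same simulations, 47% and 67.8% against 22.5% and 52.1%, with 14.5% and 4.98% false calls, so a higher recovery goes with its larger count. For the other settings the cause was not tested. FGFR1 stayed past the threshold in the 13 alternatives, and BPTF and TJP1 in the 12 that tested BPTF-219 and TJP1-202. A minimum of 10 counts in every library leaves out these 2 transcripts, which were at 0 in DMSO, so it gives no value for them. The size of a rise changes only where libraries are left out. Across the fits that each left out one library it was 12.4 to 12.7 percentage points for BPTF-219, 34.3 to 37.7 for FGFR1-243 and 18.3 to 19.8 for TJP1-202.

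For the gene lists, the ATF4 list lost its call with an estimated correlation (adjusted p 0.399) and with at least 10 counts in every library (0.0518), and without one library its adjusted p was 0.0157 to 0.0443. Fry, which tests against no change and not against the other genes, called the ATF4 list (0.00037), the aryl hydrocarbon receptor list (0.0115) and the interferon list (0.00037). The speckle list, never past the threshold in camera, changed direction with the batch term (adjusted p 0.792), with upper-quartile factors (0.854) and in some fits without one library (0.823 to 0.914 over all 6), and the histone list with GC-corrected offsets (0.951). The cause was not tested. The difference in retained-intron share, -0.22 percentage points, ranged from -0.40 to 0.11 over its alternatives and that in mitochondrial share, 0.51, from -0.35 to 1.46. These moves were smaller than the larger of the 2 group SDs, 0.57 for the retained-intron share and 1.82 for the mitochondrial share. Without DMSO replicate 1 the retained-intron difference changed sign, to 0.11, a move larger than the auxin SD of 0.26, and the mitochondrial one changed to -0.35. Without auxin replicate 2 the mitochondrial one was -0.086. So neither share has a direction that holds without each library.

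Depth did not limit the number of called genes much. Thinned to the smallest library, 4903 genes were higher and 5275 lower. With 3 replicates, simulated 1.5-fold changes were recovered in 27% of cases when 200 of 19416 genes were changed. That share need not hold here, where 10321 of 19725 genes were called. Smaller changes were called too, such as CEBPG at a log2 fold change of 0.18 (edgeR adjusted p 0.0163). The replicate block called 13794 genes and the batch term for replicate 1 alone called 13525. Some genes not called here are thus called with these terms, and most of the gain needs only replicate 1 set apart. Small changes among the remaining genes stay undecided.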

Other observations

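Chosen after the result was seen were the test on 4 aryl hydrocarbon receptor target genes and the fit on replicates 2 and 3 alone, and the calibration of the usage p-values was added after the data were seen. The GC, intron, host gene, retained-intron and region patterns were picked out from the same libraries they were tested on.

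The number of called genes was set against other splits of the 6 libraries into 3 and 3. Of the 10 splits, 1, the real one, gave 10321 called genes. The other 9 gave 0, with 29 to 970 genes at an unadjusted p under 0.05. Each of these 9 mixes auxin and DMSO libraries in both groups, so a difference between auxin and DMSO widens the spread within groups. Few calls in them thus follow from the mixing, and they do not show what chance alone would give. For transcript usage, 1 of the 10 splits, again the real one, gave 1592 genes, and the other 9 gave at most 9. Among the 4 splits that part all 3 same-numbered pairs, the other 3 gave 0 genes in both tests and at most 52 genes at an unadjusted p under 0.05. For the gene lists, 5 of the 10 splits gave as many lists past the threshold, which was 1. For called genes and transcript usage the share cannot go below 0.1 with 10 splits, so chance cannot be ruled out by this count alone. For the gene lists the share was above that limit, since splits that mix the groups also put 1 list past the threshold. Those splits carry part of any difference between auxin and DMSO, so the count does not decide whether the list call is tied to auxin. Each replicate number has 1 library in each group, so a difference between replicate batches is balanced across the groups by design. Within replicates 2 and 3 alone, 5914 genes were higher and 6219 lower, and 9994 of the 10321 were called in the same direction. A difference in depth was argued against by thinning, since 96.6% of the 13794 calls of the fit with the replicate block were kept when every library was thinned to the smallest total. These libraries include no cells given auxin without a tagged protein, so an effect of auxin itself and an effect of losing the protein it acts on cannot be separated by the design.

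Lower genes were GC-rich with short introns. The median GC content of the transcripts was 56.1% in protein-coding genes called lower, 59.6% in those lower by at least 2-fold, 46.2% in those called higher and 47.7% in those not called. The median intron length was 950, 451, 2493 and 2123 bases in the same order. In the fifth of multi-exon genes with the shortest introns, of up to 610.5 bases, 66.2% were called lower and the median log2 fold change was -1.0. In the fifth with the longest introns, 19.4% were called lower and the median was 0.15. Both properties mattered together. Genes in the fifth with the shortest introns and the fifth with the highest GC content had a median of -1.50, with 64.6% lower by at least 2-fold, whereas in the fifth with the lowest GC content those with the shortest introns had a median of 0.21 (47 genes) and in the fifth with the highest GC content those with the longest introns had a median of 0.06. Over 23 alternatives, the median of the genes with the shortest introns lay 0.61 to 1.34 below that of the genes with the longest introns on the log2 scale. The smallest differences came with limma-trend on log2(TPM + 1), at 0.61, and with GC-corrected offsets, at 0.68. With the GC correction, genes of the highest GC content had medians of -0.83 with the shortest introns and 0.68 with the longest.

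Technical explanations were tested with log2 fold changes from the fit with the replicate block, across genes, which are not independent replicates. A GC bias of the libraries would act on genes with and without introns alike. The slope of log2 fold change per 10 percentage points of GC content was -0.48 (SE 0.01) in 13696 multi-exon protein-coding genes and -0.06 (SE 0.05) in 294 single-exon ones, a difference of 8.55 standard errors, which argues against a GC bias as the whole cause. A bias by transcript length was argued against too. Within quintiles of intron length, the rank correlation of log2 fold change with spliced length was -0.046, against 0.39 for intron length within quintiles of spliced length. Within 25 strata of GC content and expression, the correlation with median intron length was 0.252, above the 1000 permutations within strata (highest 0.027), and it was positive in 21 of 25 strata, from -0.05 to 0.57. This is consistent with a loss of RNA that depends on splicing of short introns. Biology correlated with intron length, such as RNA stability, was not tested and stays open.

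The retained-intron pattern bears on the same hypothesis. Over whole libraries the share of retained-intron transcripts did not differ. Within genes, it rose in 75.7% of 2877 genes called lower, against 47.2% of 2413 genes not called (Fisher's exact test over genes, p 2.04e-101) and 34.3% of 1896 genes called higher. It rose in all 3 pairs in 57.5%, 24.4% and 13.7% of these genes. The counts of genes called lower, pooled, had 4.82% ± 0.58 in retained-intron transcripts in DMSO and 6.01% ± 0.91 after auxin (SD, n = 3 each), higher in 3 of 3 pairs, with a two-sided exact permutation p of 0.2 where 0.1 is the smallest possible. The pooled share of genes not called was 3.64% ± 0.26 in DMSO and 3.86% ± 0.27 after auxin (SD, n = 3 each). It was higher in 2 of 3 pairs (two-sided exact permutation p 0.5). Kept introns in genes that fall may explain the rise in genes called lower. However, a share also rises when spliced transcripts fall faster than unspliced ones, and the tables cannot separate these.

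Genes annotated as sense intronic were set against their host gene, as a check on unspliced host RNA counted as the intronic gene. They lay above the host in 41.8% of 304 genes, fewer than the 61.5% of 1110 antisense genes that lay above the gene they overlap (Fisher's exact test over genes, p 9.38e-10). This does not decide the question, since host RNA counted in this way would also make the intronic gene follow its host. The rank correlation across genes of log2 fold change with the host was 0.38, against 0.25 between antisense genes and the gene they overlap, which goes with such counting but was not tested further, so the explanation stays open. Antisense counts are uncertain, since strand use in the counting is not stated.

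A link to chromosome region was weak. The rank correlation of log2 fold change with the number of protein-coding genes within 1 megabase was -0.31 across genes. Within strata of GC content and intron length it was -0.0465, just outside 1000 circular shifts of the gene order (-0.035 to 0.033). Most of the relation may therefore run through GC content and intron length, and the remainder could reflect differences within strata as well as position.

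Auxins can bind the aryl hydrocarbon receptor, so its targets were examined for an effect of the compound. The median log2 fold change of CYP1A1, CYP1B1, AHRR and TIPARP was -0.085. CYP1A1 was at -0.10 (SE 0.17), CYP1B1 at -0.07 (SE 0.11) and AHRR at -0.15 (SE 0.23), and none of these 3 was called, whereas TIPARP was called at 0.31 (SE 0.05, edgeR adjusted p 0.00271). Other members of the wider list went both ways, such as NQO1 at 0.65 and SERPINB2 at 1.56 against ALDH3A1 at -1.56 and PTGS2 at -0.90. SLC7A5 at 0.90 and STC2 at 1.05, both called higher, are also on the ATF4 list, so the results of these lists are not independent. Fry, against no change, called the list of 12 up (adjusted p 0.0115), and camera, against the other genes, did not. The median lay within 0.5 of 0, the outcome taken as a sign of no activation. That test was chosen after the result was seen, and a median over members that go both ways decides little. The response expected in these cells is not known from the tables, so an action of auxin on the receptor was neither shown nor excluded.

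A gene without an HGNC symbol lay outside the naming rule and was noticed after its values were seen. BX470102.2 (ENSG00000285867.1, chromosome 1, 153586813 to 153606283), annotated as a long intergenic non-coding RNA, had 1.45 to 1.82 CPM in the DMSO libraries and 46.1 to 50.6 CPM in the auxin libraries, a log2 fold change of 4.84 (SE 0.11, edgeR adjusted p 1.39e-06). No explanation was tested for it.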
